# MicroRNAs Modulate Oxidative Stress in Hypertension through PARP-1 Regulation

**DOI:** 10.1155/2017/3984280

**Published:** 2017-06-04

**Authors:** Douglas F. Dluzen, Yoonseo Kim, Paul Bastian, Yongqing Zhang, Elin Lehrmann, Kevin G. Becker, Nicole Noren Hooten, Michele K. Evans

## Abstract

Oxidative stress is thought to contribute to aging and age-related diseases, such as cardiovascular and neurodegenerative diseases, and is a risk factor for systemic arterial hypertension. Previously, we reported differential mRNA and microRNA (miRNA) expression between African American (AA) and white women with hypertension. Here, we found that the poly-(ADP-ribose) polymerase 1 (PARP-1), a DNA damage sensor protein involved in DNA repair and other cellular processes, is upregulated in AA women with hypertension. To explore this mechanism, we identified two miRNAs, miR-103a-2-5p and miR-585-5p, that are differentially expressed with hypertension and were predicted to target *PARP1*. Through overexpression of each miRNA-downregulated PARP-1 mRNA and protein levels and using heterologous luciferase reporter assays, we demonstrate that miR-103a-2-5p and miR-585-5p regulate *PARP1* through binding within the coding region. Given the important role of PARP-1 in DNA repair, we assessed whether overexpression of miR-103a-2-5p or miR-585-5p affected DNA damage and cell survival. Overexpression of these miRNAs enhanced DNA damage and decreased both cell survival and colony formation. These findings highlight the role for PARP-1 in regulating oxidative DNA damage in hypertension and identify important new miRNA regulators of PARP-1 expression. These insights may provide additional avenues to understand hypertension health disparities.

## 1. Introduction

Systemic arterial hypertension, an age-associated chronic disease, is a predictor of vascular-associated mortality from stroke and ischemic heart disease [1, 2]. It affects more than 80 million people ≥ 20 years old in the United States with increased prevalence over the lifespan [2]. Hypertension disproportionally affects African Americans (AAs) in the United States, particularly in AA women with a prevalence of >46%, and AAs develop hypertension earlier than whites or any other ethnicity in the United States [2]. Even at similar levels of systolic blood pressure, AAs have a higher risk of stroke compared with whites and death rates attributed to hypertension are higher in both male and female AAs compared with whites or Hispanics [2, 3].

The genetic and molecular factors contributing to hypertension disparities are still largely unknown. Perturbations in the renin-angiotensin-aldosterone system (RAAS) and nitric oxide (NO) pathway in immune cells and in the endothelium can contribute to the development of hypertension [4, 5], but how these pathways influence disparities in hypertension etiology is not clear. Healthy AA men have elevated production of superoxides in peripheral blood mononuclear cells (PBMCs) compared with white men [6], but investigation of these pathways in healthy or hypertensive AA women has not been investigated. Previously, we identified significant differential gene expression profiles by race and disease status in PBMCs isolated from AA and white women with or without hypertension [7]. We observed that gene expression in hypertension-related pathways, in RAAS and other inflammatory pathways, was significantly upregulated in AA hypertensives compared with both normotensive controls and white hypertensives [7].

Gene expression can be regulated by microRNAs (miRNAs), short, single-stranded RNAs which posttranscriptionally regulate protein expression by binding to target mRNAs and inhibiting translation and promoting transcript degradation [8]. miRNAs also can affect transcription by regulating various transcriptional pathways including members of the SWI/SNF chromatin remodeling complex [9]. We examined miRNA expression in AA and white normotensive and hypertensive females and identified differentially expressed miRNAs that regulate hypertension-related targets in endothelial cells [7]. MiRNA regulation is essential for proper immune cell [10] and endothelial function [11, 12], and altered regulation and expression of these genes can contribute to endothelial dysfunction [13]. miRNA profiles can also serve as biomarkers for cardiovascular diseases (CVDs), such as peripheral arterial disease (PAD) [14].

Differential gene expression in both mRNAs and miRNAs may play a role in hypertension disparities through modulating oxidative stress. Meta-analysis of gene expression datasets of blood samples from patients with cardiovascular disease (CVD) identified differentially expressed genes in oxidative stress and related inflammatory pathways [15]. Endothelial cells from AA women with PAD have increased oxidative stress and reactive oxygen species (ROS) compared to AA men and white women, but the gene expression differences contributing to this were not investigated [16]. Oxidative stress can cause hypertension by promoting ROS production, including the overexpression of nicotinamide adenine nucleotide phosphate (NADPH) oxidases and cyclooxygenases (COXs), which can reduce NO signaling in the endothelium and cause endothelial dysfunction [17–20]. Higher levels of ROS production and oxidative stress can also lead to DNA damage, further promoting inflammatory pathways contributing to hypertension etiology.

Specialized DNA repair pathways are activated by DNA damage leading to signaling cascades that resolve the base or strand damage. Poly-(ADP-ribose) polymerase 1 (PARP-1) is a DNA damage sensor protein that initiates and propagates DNA repair through poly-ADP-ribosylation of key DNA repair proteins [21, 22]. Many other cellular processes also rely on PARP-1 signaling, and abnormal PARP-1 activity has been attributed to various age-related diseases, including hypertension [23–25]. Consistent with these findings, inhibiting PARP-1 activity in endothelial cells protects against endothelial dysfunction [26, 27] and PARP-1 inhibitors are under consideration as a treatment for pulmonary hypertension [28]. However, differential expression of PARP-1 has not been investigated with respect to health disparities in essential hypertension. Furthermore, racial differences in oxidative stress gene pathways in hypertension have not been fully explored.

We report here that AA women with hypertension exhibit elevated expression of genes in oxidative stress and DNA damage response pathways. Through bioinformatic and pathway analysis, we have identified two novel miRNA regulators of PARP-1 protein expression, miR-103a-2-5p and miR-585-5p, that influence the DNA damage response and cell survival in primary endothelial cells. Identifying the mechanisms governing differential expression of oxidative stress and inflammatory pathways could ultimately provide novel avenues to explore for therapeutic intervention.

## 2. Materials and Methods

### 2.1. Study Participants

A subcohort of age-matched, African American (AA) and white females who were either normotensive (NT) or hypertensive (HT) were chosen from the Healthy Aging in Neighborhoods of Diversity across the Life Span (HANDLS) study of the National Institute on Aging Intramural Research Program (NIA IRP), National Institutes of Health (NIH). More information about the HANDLS cohort can be found in [29]. The Institutional Review Board of the National Institute of Environmental Health Sciences, NIH, approved this study, and all participants signed written informed consent documents. The subcohort consists of WNT, WHT, AANT, and AAHT (*n* = 20/group for validation) females, and more extensive demographic and clinical information about this cohort have been previously described [7].

### 2.2. Cell Culture, Transfection, and RNA Isolation

Primary human aortic endothelial cells (HAEC) were grown in EMB-2 supplemented with the EGM-2 SingleQuot Kit (Lonza; Walkersville, MD). HUVECs were grown in EBM supplemented with the EGM SingleQuot Kit (Lonza). HeLa cells were grown in Dulbecco's modified Eagle's medium (DMEM, Invitrogen) and supplemented with 10% fetal bovine serum (FBS). Cells were transfected with pre-miR miRNA precursors for hsa-miR-103a-2-5p, hsa-miR-585-5p, or scrambled (Scr) negative control (Life Technologies) using Lipofectamine 2000 (Life Technologies). Total RNA from HUVECs and HAECs was isolated using TRIzol (Life Technologies). RNA quality was measured by a Nanodrop 2000.

### 2.3. Microarray Analysis and Target Prediction

mRNA expression in HAECs was analyzed by microarray using the Illumina Beadchip HT-12v4 (Illumina, San Diego, CA). RNA was prepared and labeled per the manufacturer's protocol. Raw signal data were subjected to Z-score normalization per [30] to ensure compatibility and normalization. Individual genes with Z-ratios < −1.5-fold, *p*  value < 0.05, and average intensity > 0 were considered significant. The DIANA-microT prediction algorithm [31] and Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Redwood City, CA) were used to identify mRNA targets for miR-103a-2-5p and miR-585-5p as well as to visualize functional, hierarchical relationships between target predictions (as seen in Figure 1()). IPA network analysis was performed as previously described [7], using both the default setting analysis and custom prediction modeling features. All microarray data can be found on Gene Expression Omnibus GSE95431.

### 2.4. RT-qPCR Analysis

mRNA from HAECs and HUVECs was transcribed into cDNA using random hexamers and Script II reverse transcriptase (Invitrogen), and miRNA was transcribed into cDNA using the QuantiMiR RT Kit (Systems Biosciences, Mountain View, CA). Transcript levels were assessed by RT-qPCR using 2x SYBR green master mix (Applied Biosystems) on an Applied Biosystems model 7500 real-time PCR machine. *PARP1* levels were normalized to the average of *ACTB* and *GAPDH*, and miR-103a-2-5p and miR-585-5p were normalized to *U6.* All gene expression levels were calculated using the 2^-ΔΔCt^ method [32]. The following primers were used (forward and reverse, respectively, for each mRNA): GGACTTCGAGCAAGAGATGG and AGCACTGTGTTGGCGTACAG for *ACTB,* GCTCCTCCTGTTCGACAGTCA and ACCTTCCCCATGGTGTCTGA for *GAPDH,* and CGAGATCATCAGGAAGTATGTTAAGAA and GCTGGCATTCGCCTTCAC for *PARP1*. The following forward primers were used for each miRNA and used with the U6 forward primer and universal reverse primer provided with the QuantiMiR RT Kit: AGCTTCTTTACAGTGCTGCCTTG for miR-103a-2-5p and CTAGCACACAGATACGCCCAGA for miR-585-5p.

### 2.5. Western Blot Analysis

HAECs and HUVECs were washed twice with cold PBS and lysed in 2x Laemmli sample buffer. Lysates were loaded onto a 10% acrylamide gel, and protein levels were assessed by immunoblotting with anti-PARP-1 (Cell Signaling) and anti-GAPDH (Santa Cruz, Dallas, TX) or anti-Actin (Santa Cruz) antibodies.

### 2.6. Luciferase Reporter Assays

The cDNA fragments corresponding to the partial *PARP1* mRNAs were amplified by PCR using specific primers. After XhoI and NotI digestion, the PCR product was cloned downstream of the Renilla open reading frame of the psiCHECK2 reporter plasmid. HeLa cells were transfected with 500 ng of the indicated luciferase reporter constructs and transfected again 24 hrs later with the miRNA mimics or Scr control. Twenty-four hours later, RL and FL activities were measured using the Dual-Luciferase® Reporter Assay System (Promega) per the manufacturer's instructions. The following primers were used (forward and reverse, respectively): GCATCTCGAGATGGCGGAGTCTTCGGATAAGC and GCATGCGGCCGCTGTGGAGGGC GGAGGCGTG for *PARP1(CR-a)* and GCATCTCGAGGGTACGGTGATCGGTAGCAA and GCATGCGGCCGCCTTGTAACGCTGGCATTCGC for *PARP1(CR-b).*

### 2.7. Single Cell Gel Electrophoresis (Comet) Assays

Forty-eight hours after transfection with pre-miRNA precursors for hsa-miR-103a, hsa-miR-585-5p, or Scr control, HAECs were untreated or treated with 100 *μ*M H_2_O_2_ for 30 min in serum-free EMB-2. This concentration of H_2_O_2_ induces various base lesions and DNA breaks. Single-cell alkaline comet assays were performed essentially as described [33, 34]. Comets were imaging on an Eclipse E-400 fluorescence microscope (Nikon, Japan) attached to a Pulnix video camera (Kinetic Imaging, LTD, Liverpool, UK) and were quantified using Komet 5.5 software (Kinetic Imaging LTD). Olive tail moment was used as a measure of DNA damage level [35, 36].

### 2.8. Immunofluorescence

Forty-eight hours after transfection, HAECs were untreated or treated with 10 *μ*M menadione for 30 min in serum-free EMB-2. Cells were stained for 8-oxo-7,8-dihydroguanine (8-oxoG) and 4′,6-diamidino-2-phenylindole (DAPI) as previously described [37] using an anti-8-oxoG monoclonal antibody from Millipore and Alexa-568 conjugated secondary antibodies from Invitrogen. Images were taken on a Zeiss Observer D1 microscope with an AxioCam1Cc1 camera at a set exposure, and fluorescence intensity was measured for each 8-oxoG stained nuclei using AxioVision Rel 4.7 software.

### 2.9. Colony Formation and Cell Survival Assays

For the colony formation assays, HAECs were transfected with pre-miRNA precursors miR-103a-2-5p or miR-585-5p cells or Scr control, and 24 hrs later, cells (3000/well) were plated in 6-well plates in triplicate and allowed to attach for 24 hrs. HAECs were treated with or without 50 *μ*M H_2_O_2_ for 7 days. The media with or without 50 *μ*M H_2_O_2_ was changed once during the time of the assay. Colonies were stained with 0.5% Crystal violet in 50% methanol. Plates were washed with PBS and were imaged. Only colonies with >100 cells were counted.

Scr control, miR-103a-2-5p, or miR-585-5p cells (5000/well) were plated in a 96-well plate. The following day, cells were untreated or treated for 24 h with 100 *μ*M H_2_O_2_. Cell survival was measured using a MTT assay (Sigma).

### 2.10. Statistical Analysis

Student's *t-*test was used when comparing two groups, unless otherwise noted. A *p* value of <0.05 was considered statistically significant.

## 3. Results

### 3.1. Identification and Analysis of Hypertension-Related MicroRNAs and Genes

We previously reported that there is significant, differential mRNA and miRNA expression by race and/or hypertension status in PBMCs isolated from AA and white women. Nine miRNAs were differentially expressed in our cohort. We bioinformatically identified and confirmed novel hypertension-related mRNA targets for five of these miRNAs in primary human endothelial cells [7]. In the present study, we sought to identify and confirm novel hypertension-related mRNA targets for two more miRNAs differentially expressed in our previous cohort, miR-103a-2-5p and miR-585-5p, which until then had never been associated with essential hypertension.

We have identified potential mRNA targets for miR-103a-2-5p and miR-585-5p using the DIANA-microT prediction algorithm [31] and Ingenuity Pathway Analysis (IPA). miR-103a-2-5p and miR-585-5p are predicted to target 4031 and 255 mRNAs, respectively (Supplemental Dataset 1 available online at https://doi.org/10.1155/2017/3984280). To confirm these predictions in vitro, we individually overexpressed miR-103a-2-5p, miR-585-5p, and scrambled (Scr) control miRNA mimics in primary human aortic endothelial cells (HAECs). Total RNA was isolated to assess global gene expression levels via microarray. 

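The array experiment compared primary HAECs, cells of the inner lining of the aorta, transfected with a mimic of miR-103a-2-5p, a mimic of miR-585-5p or the Scr control mimic, with 3 arrays in each of the 3 groups. The submitters' notes call the repeats biological, and the sources used here do not say whether they came from separate cultures or donors, so the p-values measure the spread between these arrays. The authors deposited the linear signal intensity and a detection p-value of every probe, with neither background subtraction nor scaling, and their own Z-scores, in which each array's log signals were centred on their mean and divided by their SD. The same calculation on the deposited signals differed from the authors' Z-scores by at most 0.00011. By group median the mimic arrays were dimmer, with ranges that overlap for miR-103a-2-5p. The mean signal of an array was 403 to 557 (median 536) with the Scr control, 263 to 420.5 (median 269.8) with miR-103a-2-5p and 314 to 359 (median 352) with miR-585-5p. Between 19351 and 19584 probes were detected at a detection p under 0.05 on the control arrays, between 17158 and 19396 with miR-103a-2-5p and between 18597 and 19307 with miR-585-5p. Pearson's correlation across probes was at least 0.9959 between the control arrays and at least 0.9925 between the miR-103a-2-5p arrays. It was 0.9965 between replicates 1 and 2 of miR-585-5p, and 0.9806 and 0.982 between these and replicate 3. For the comparisons, the Z-scores were put back on a log2 scale common to all arrays, so that a difference reads as a log2 fold change. Probes with a detection p under 0.05 on at least 3 of the 9 arrays were kept, and each gene was read from its brightest kept probe, which left 11484 genes. All 3 groups entered a single limma fit, with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. Quantile normalization and neqc, which corrects the background before quantile normalization, were run beside the Z-scores, because Z-scores rescale a dim array as a whole. These settings, the gene lists and the rule for naming genes were fixed before the data were examined. The lists of mitosis, replication, interferon, translation, ribosomal, proteasome and mTOR genes follow pathways that Table 1 reports from these same arrays. The base excision and homologous recombination repair lists fall under a function, DNA replication, recombination and repair, that Table 1 reports from them too. The tests of all these lists are therefore not independent evidence that these pathways and functions changed. The number of arrays limits the precision of every value.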

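The genes that fell furthest in HAECs with the miR-103a-2-5p mimic are genes of dividing cells. TOP2A, a topoisomerase that untangles chromosomes, fell from a log2 level of 10.32 ± 0.11 (SD, n = 3 arrays) with the Scr control to 6.94 ± 0.08 (SD, n = 3), a log2 fold change of -3.38 (standard error 0.19, adjusted p = 1.6e-08 from limma). UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, had a log2 fold change of -3.30 (-1.76 with its probes averaged), HMMR, a spindle protein, -3.15, NCAPG, a condensin subunit, -3.08, and CCNB2, a mitotic cyclin, -2.94. ASPM, CDC20, CDK1, NUSAP1 and CDC45 complete the 10 largest falls. With miR-585-5p, 8 of these genes were again among the 10 largest falls, among them UBE2C at -2.83 (-1.52 with its probes averaged) and TOP2A at -2.82, and joined by OIP5 and CENPA, which act at the centromere, at -2.75 each. The largest rises with miR-103a-2-5p were TAGLN, an actin-binding protein of smooth muscle, at 3.16 (standard error 0.14, adjusted p = 2.6e-09 from limma), and the chemokines CCL5 at 3.00, CXCL11 at 2.88 and CXCL10 at 2.71, followed by CEMIP2, the histone genes H2BC5, H2AC18 and H2AC19, ANGPTL4 and HES4. With miR-585-5p they were CYFIP2 at 2.64 (standard error 0.11, adjusted p = 2.8e-09 from limma), CYTL1 at 2.41, DPYSL4 at 2.21, FRMD6 at 2.11 and KIT, a receptor tyrosine kinase, at 2.08, followed by TXNDC5, ISCU, CDKN1A, NSG1 and GAL3ST4.

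Over all genes tested, limma called 2764 lower and 1323 higher with miR-103a-2-5p, so that 67.6% of the calls were falls. Under quantile normalization 2027 were lower and 1928 higher, or 51.3% falls. With miR-585-5p 2462 genes were lower and 1438 higher (63.1% falls), and under quantile normalization 1861 were lower and 1913 higher (49.3% falls). Of the calls, 346 were at least 2-fold lower and 136 at least 2-fold higher with miR-103a-2-5p, and 281 and 119 with miR-585-5p. Under neqc these counts were 594 and 361, and 517 and 401. The arrays of the mimic and of the control did not overlap for 51.9% of genes with miR-103a-2-5p and 48.8% with miR-585-5p, where chance gives 10% for 3 arrays against 3. By the criteria of the paper's methods, a Z-ratio under -1.5, an unadjusted p under 0.05 and a mean Z-score above 0, 1781 named genes were repressed by miR-103a-2-5p and 1515 by miR-585-5p, with 826 in both. A Z-ratio of -1.5 is 1.34-fold lower with miR-103a-2-5p and 1.31-fold lower with miR-585-5p, and the median passing gene was 1.56-fold and 1.55-fold lower. Applied to rises, the same criteria pass 930 and 921 genes. Of the genes in the study's repressed lists that a probe of the array names, 923 of 988 passed for miR-103a-2-5p and 873 of 941 for miR-585-5p. In the other direction, 858 of the 1781 passing genes and 642 of the 1515 are not in the study's lists.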

A total of 1178 and 1112 unique mRNAs were significantly downregulated >1.5-fold in the presence of miR-103a-2-5p and miR-585-5p mimics, respectively (Supplemental Dataset 1). 

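Of the 29 genes that the study lists as repressed by miR-103a-2-5p and differentially expressed in PBMCs, a probe names 28, and all 28 were lower with the miR-103a-2-5p mimic by limma, with a mean log2 fold change of -0.83 and a median of -0.79. VRK1, a kinase of chromatin and mitosis, had a log2 fold change of -1.14 (standard error 0.12, adjusted p = 9.6e-06 from limma). POLA1, the catalytic subunit of DNA polymerase alpha, had a log2 fold change of -0.99 (-0.53 with its probes averaged, -1.60 under neqc), PTGER4, a prostaglandin E receptor, -0.86, and CD44, an adhesion receptor, -0.82. Because the study chose this list on these samples, its count is not independent evidence of a direction, adjusted over all genes or adjusted over the list alone (28 lower). With miR-585-5p, 16 of the 28 were lower (18 when adjusted over the list alone), 2 were higher and 10 did not pass the test. PGM2, a phosphopentomutase, fell by 1.55 and HPRT1, an enzyme of purine salvage, by 0.94, while ABLIM1, an actin-binding protein, rose by 0.48.

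The genes that DIANA predicts as targets of miR-585-5p did not move as a group with that mimic. Of 255 predicted genes, 142 could be tested, of which 30 were lower, 19 were higher and 93 did not pass the test, with the same counts when adjusted over the list alone. Their median log2 fold change was -0.0398, against -0.0409 for the other genes, and camera, which compares a list with all other genes, gave p = 0.89 (p = 0.96 with an estimated correlation). With the miR-103a-2-5p mimic, for which these genes serve as a comparison, 35 were lower and 15 higher. Under quantile normalization the counts were 23 lower and 24 higher with miR-585-5p, and 28 and 33 with miR-103a-2-5p. The study's repressed list for miR-585-5p holds 11 of its predicted targets. The predicted list of miR-103a-2-5p was used here only for its first 1998 rows and was given no list test.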

For miR-103a-2-5p, twenty-nine mRNAs were both repressed in HAECs and differentially expressed in hypertension-related pathways in PMBCs in our previous cohort; however, there were no targets identified for miR-585-5p using this approach (Supplemental Data Set 1).

We next used IPA to identify the top canonical and physiological pathways and functions in HAECs that exhibited significant gene expression differences in the presence of each miRNA mimic (Table 1; Columns II and III). Additionally, we identified which genes from each pathway that were significantly repressed by each miRNA mimic and differentially expressed in PBMCs in our hypertension cohort (Table 1). 

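Cell division genes fell with both mimics. Of 54 genes of mitosis and the polo-like kinase pathway, 43 were lower with miR-103a-2-5p (44 when adjusted over the list alone), none was higher and 11 did not pass the test. The mean log2 fold change was -1.37 (camera adjusted p = 6.4e-23, adjusted p = 0.15 with an estimated correlation). With miR-585-5p 47 were lower (48 when adjusted over the list alone) and none was higher, with a mean of -1.29 (adjusted p = 3.6e-26, adjusted p = 0.093 with an estimated correlation). ASPM, a spindle pole protein, had a log2 fold change of -3.29 with miR-103a-2-5p and -2.80 with miR-585-5p, CDC20, an activator of the anaphase-promoting complex, -3.16 and -2.64, and CDK1, the kinase that drives mitosis, -3.09 and -2.81. Of 45 genes of chromosomal replication, 35 were lower and 1 was higher with miR-103a-2-5p (37 and 1 when adjusted over the list alone), with a mean of -1.01 (adjusted p = 2.6e-17, adjusted p = 0.15 with an estimated correlation). With miR-585-5p 37 were lower and 1 was higher, also over the list alone, with a mean of -0.95 (adjusted p = 2.9e-18, adjusted p = 0.087 with an estimated correlation). GINS2, of the replicative helicase, had a log2 fold change of -2.81 with miR-103a-2-5p and -2.51 with miR-585-5p, and MCM10, a replication initiation factor, -2.67 and -2.50 (-1.59 and -1.50 with its probes averaged, and -4.09 with miR-103a-2-5p under neqc).

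Interferon-stimulated genes rose with miR-103a-2-5p. Of 42 tested, 18 were higher and none was lower (18 and 1 when adjusted over the list alone), with a mean log2 fold change of 1.06 (adjusted p = 4.7e-10, adjusted p = 0.48 with an estimated correlation). HERC5, an interferon-induced ubiquitin ligase for ISG15, had a log2 fold change of 2.07 (standard error 0.46, adjusted p = 0.0033 from limma) and OASL, an antiviral protein of the oligoadenylate synthetase family, 1.91. With miR-585-5p 10 were lower and none was higher (7 and 0 when adjusted over the list alone), with a mean of -0.80 (adjusted p = 0.0083, adjusted p = 0.76 with an estimated correlation). That value rests on 1 array: the list mean, relative to control, was 0.014 and -0.055 on replicates 1 and 2 and -2.35 on replicate 3. Without replicate 3, 11 were lower and 7 higher, with a mean of -0.021 (adjusted p = 0.98). IFIT2, an antiviral protein, had a log2 fold change of -1.71 with all 3 arrays and -1.08 without replicate 3. Because all 9 arrays entered 1 fit, replicate 3 also widened the spread behind the counts and p-values of miR-103a-2-5p. The estimated correlation between the interferon genes was 0.89 with all arrays and 0.18 without replicate 3. With miR-103a-2-5p the list mean was 0.95 to 1.18 above control on its arrays. HERC5 read 9.44 to 9.68 with the Scr control, 11.50 to 11.74 with miR-103a-2-5p and 7.21 on replicate 3.

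The change of ribosomal protein genes depended on the scaling. Under Z-scores 38 of 68 were higher and 4 lower with miR-103a-2-5p (41 and 4 when adjusted over the list alone), with a mean of 0.34 (adjusted p = 9.3e-09, adjusted p = 0.48 with an estimated correlation), whereas under quantile normalization 1 was higher and 5 lower, with a mean of -0.055. With miR-585-5p 44 were higher and 4 lower under Z-scores (49 and 4 when adjusted over the list alone), with a mean of 0.44 (adjusted p = 1.2e-11, adjusted p = 0.36 with an estimated correlation), and under quantile normalization 5 were higher and 5 lower, with a mean of 0.071. RPL22 fell by 1.29 with miR-103a-2-5p and RPL34 by 1.06 with miR-585-5p, and both also fell under quantile normalization. Translation initiation factors went both ways: of 43 tested, 11 were lower and 7 higher with miR-103a-2-5p (11 and 8 when adjusted over the list alone; adjusted p = 0.92), and 12 were lower and 9 higher with miR-585-5p (13 and 10; adjusted p = 0.44), or 9 and 3 under quantile normalization. EIF2AK1, a kinase that phosphorylates eIF2 alpha, had a log2 fold change of -1.31 with miR-103a-2-5p (-0.72 with its probes averaged), and EIF2S1, eIF2 alpha itself, rose by 0.78 with miR-585-5p. Of 30 proteasome subunits, 12 were higher and 3 lower with miR-103a-2-5p (13 and 3 when adjusted over the list alone), with a mean of 0.21 (adjusted p = 8.9e-04, adjusted p = 0.40 with an estimated correlation, and adjusted p = 0.077 under quantile normalization). With miR-585-5p 1 was higher and 8 were lower, also over the list alone (adjusted p = 0.44; under quantile normalization adjusted p = 0.036, adjusted p = 0.36 with an estimated correlation). Of 23 genes of mTOR and p70S6K signaling, 4 were lower and 2 higher with miR-103a-2-5p (adjusted p = 0.52), and 1 was lower and 5 higher with miR-585-5p (adjusted p = 0.099), with the same counts over the list alone; under quantile normalization 2 were lower and 3 higher with miR-103a-2-5p. DDIT4, an inhibitor of mTOR complex 1, rose by 1.30 with miR-103a-2-5p and 1.17 with miR-585-5p.

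**Figure D1:**
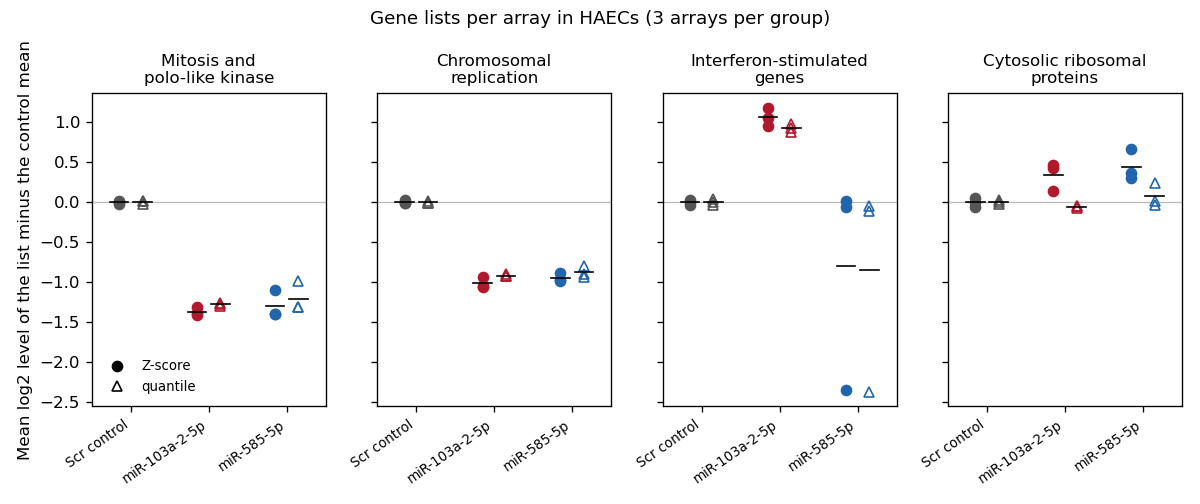
Mean log2 level of 4 gene lists on each array, minus the mean of the control arrays, by mimic, under Z-scores (filled circles) and quantile normalization (open triangles). Each point is 1 of the 3 arrays of a group and the short lines are group means; the mitosis and replication lists lie below control on every mimic array, the interferon list lies at -2.35 on 1 miR-585-5p array under Z-scores, and the ribosomal list with miR-103a-2-5p is above control under Z-scores and below it under quantile normalization.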

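HSPA5, the endoplasmic reticulum chaperone BiP, and RAD21, a subunit of the cohesin ring that holds sister chromatids together, were lower with both mimics. The log2 level of HSPA5 was 10.61 ± 0.0046 (SD, n = 3 arrays) with the Scr control and 9.67 ± 0.12 (SD, n = 3) with miR-103a-2-5p, a log2 fold change of -0.94 (standard error 0.13, adjusted p = 9.1e-05 from limma). With miR-585-5p its log2 fold change was -0.84 (adjusted p = 2.6e-04 from limma). RAD21 fell from 10.90 ± 0.16 (SD, n = 3) with the Scr control to 9.84 ± 0.11 (SD, n = 3) with miR-103a-2-5p, a log2 fold change of -1.06 (standard error 0.13, adjusted p = 3.4e-05 from limma), and had a log2 fold change of -0.71 (adjusted p = 0.0011) with miR-585-5p. The mimics did not differ past the threshold for either gene (adjusted p = 0.63 for HSPA5 and 0.061 for RAD21 from limma). Around HSPA5, 9 of 23 genes of the unfolded protein response were lower and 4 higher with miR-103a-2-5p (9 and 5 when adjusted over the list alone; camera adjusted p = 0.50), among them TRIB3, a stress-induced pseudokinase, at a log2 fold change of -1.49, and DNAJB11, a co-chaperone of BiP, at -0.88. With miR-585-5p 4 were lower and 4 higher (5 and 4 when adjusted over the list alone; camera adjusted p = 0.89).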

Of the top five, significantly altered canonical pathways, miR-103a-2-5p was predicted to regulate *HSPA5* and *RAD21*, while there were no targets identified for miR-585-5p. Of the top significantly changed molecular, cellular, and physiological pathways in HAECs, miR-103a-2-5p and miR-585-5p were predicted to target mRNAs related to DNA replication, recombination, and repair and cellular growth and proliferation. miR-103a-2-5p and miR-585-5p were both predicted to target *PARP1*, and miR-103a-2-5p was predicted to regulate the expression of fourteen additional mRNAs related to these pathways (Table 1).

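PARP1, which senses DNA breaks, was lower with both mimics in HAECs. Its log2 level, read by 1 probe, was 11.38 ± 0.01 (SD, n = 3 arrays) with the Scr control and 10.56 ± 0.13 (SD, n = 3) with miR-103a-2-5p, which is 1.76-fold lower (log2 fold change -0.81, standard error 0.11, adjusted p = 5.0e-05 from limma). With miR-585-5p the level was 10.38 ± 0.05 (SD, n = 3), which is 1.99-fold lower (log2 fold change -0.99, standard error 0.11, adjusted p = 8.9e-06 from limma). Every mimic array lay below every control array for both mimics (exact two-sided permutation test, p = 0.1 each, the smallest p that 3 arrays against 3 allow), and the mimics did not differ from each other past the threshold (exact permutation p = 0.2; adjusted p = 0.23 from limma). Of 23 genes of base excision and single-strand break repair, 9 were lower and 1 higher with miR-103a-2-5p, also over the list alone (camera adjusted p = 0.18), and 9 were lower and none higher with miR-585-5p (10 and 0 when adjusted over the list alone; adjusted p = 0.052). Under quantile normalization the calls of this list went both ways, with 4 lower and 2 higher with miR-103a-2-5p (adjusted p = 0.37) and 5 lower and 3 higher with miR-585-5p (adjusted p = 0.090). FEN1, the flap endonuclease of repair and replication, had a log2 fold change of -1.53 with miR-103a-2-5p and -2.14 with miR-585-5p, and PARP2, a relative of PARP1, fell by 0.84 with miR-585-5p. Of 29 genes of homologous recombination and the Fanconi anemia pathway, 19 were lower and none higher with miR-103a-2-5p (20 and 0 when adjusted over the list alone), with a mean log2 fold change of -0.57 (camera adjusted p = 1.8e-07, adjusted p = 0.15 with an estimated correlation). With miR-585-5p 17 were lower and none higher (20 and 0 when adjusted over the list alone), with a mean of -0.58 (adjusted p = 3.5e-08, adjusted p = 0.093 with an estimated correlation). Under neqc the means of this list were -0.87 and -0.89. FANCI and FANCG, of the Fanconi anemia pathway, fell by 1.82 and 1.33 with miR-103a-2-5p and by 1.74 and 1.55 with miR-585-5p. These falls came together with those of the mitosis and replication lists, and a fall of repair genes apart from these was not tested.

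The 14 genes of Table 1, which the study picked on these samples, so that their count is not independent evidence, were all lower with miR-103a-2-5p by limma. Their log2 fold changes ran from -1.95 for TFRC, the transferrin receptor, to -0.52 for PTPN11, a tyrosine phosphatase, with HIF1A, the oxygen-regulated transcription factor, at -1.05, BMI1, a Polycomb protein, and RAD23B, of nucleotide excision repair, at -0.99 each, and PROS1, the anticoagulant protein S, at -0.83. With miR-585-5p 9 of the 14 were lower, BNIP3L, a mitophagy receptor, rose by 0.89, and 4 did not pass the test: ATF6 at -0.32, PROS1 at -0.15, PTPN11 at -0.010 and HIF1A at 0.058. The 2 smallest of the 9 falls, BMI1 at -0.36 and RAD23B at -0.35, did not pass under quantile normalization (adjusted p = 0.12 and 0.089 from limma). From the genes that are predicted as targets, repressed in HAECs and differentially expressed in PBMCs, the paper states that both mimics are predicted to target PARP1, and reasons from this shared prediction and the earlier link of PARP-1 to hypertension that its regulation by the 2 miRNAs should be examined.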

We next sought to identify any disease or racial differences in gene expression of these pathways in our hypertension cohort. We generated a heat map of the Z-ratios of all genes in PBMCs from our hypertension cohort that are found in the pathways significantly affected by miR-103a-2-5p and miR-585-5p overexpression in HAECs (Figure 1(a)). We observed that AA women with hypertension (AAHT) had significantly elevated global gene expression in these pathways with respect to both AA normotensive controls (AANT) and white women with hypertension (WHT). Gene expression levels were decreased in WHT compared with white normotensive controls (WNT), and in general, few genes were significantly different when comparing AANT with WNT. Of those that were significantly different, they were most often upregulated in AANT (Figure 1(a)). These data suggest that there are unique genes and gene expression profiles differentially expressed and associated with hypertension status and race that are potentially regulated by miR-103a-2-5p and miR-585-5p.

We next used IPA to build a curated, hierarchal cluster of functional relationships between individual genes predicted to be targets of each miRNA, significantly repressed in HAECs and differentially expressed in our hypertension cohort (Figure 1(b)). We observed that *PARP1* and related genes are significantly overexpressed in AAHT compared with WHT or AANT, reflecting the global profiles discussed above. The same genes are predominately repressed in WHT compared to WNT, and most genes, except for *RAD21*, *TBK1*, *NFYB*, *AMD1*, and *AR,* are not differentially expressed when comparing AA and white normotensive controls (Figure 1(b)). These data suggest that genes involved with DNA repair, endothelial cell growth, and cardiovascular function exhibit differential expression in hypertension by race and may contribute to differences observed in hypertension health disparities in women [7].

### 3.2. miR-103a-2-5p and miR-585-5p Regulate PARP1 Expression

Given that miR-103a-2-5p and miR-585-5p are both predicted to target *PARP1*, and PARP-1 has previously been implicated in hypertension pathology, we examined whether miR-103a-2-5p and miR-585-5p regulate PARP-1 expression. To test this, we overexpressed these miRNAs by transfecting precursors into human aortic endothelial cells (HAEC) and human umbilical vein endothelial cells (HUVEC). miR-103a-2-5p and miR-585-5p overexpression decreased PARP-1 mRNA and protein abundance (Figure 2), indicating that PARP-1 levels can be modulated by these miRNAs.

To further confirm that miR-103a-2-5p and miR-585-5p regulate PARP-1 expression, we used heterologous luciferase reporter plasmids (Figure 3) that express Renilla luciferase (RL) from constructs lacking or containing the *PARP1 CR* (psiCHECK2 or psiCHECK2-*PARP1-CR-a* and *CR-b*). These plasmids also contain Firefly luciferase (FL), which served as an internal transfection control. The ratio of RL/FL activity from each transfected reporter plasmid indicated that miR-103a-2-5p significantly decreased the levels of psiCHECK2-*PARP1 CR*-*a* and *CR-b*. miR-585-5p reduced the levels of psiCHECK2-*PARP1 CR-a,* while it did not affect the activity of the psiCHECK2- *PARP1 CR-b* reporter (Figure 3(b)). These data suggest that miR-103a-2-5p and miR-585-5p regulate PARP-1 through areas in the *PARP1* coding region. Although uncommon, miRNA regulation of mRNA transcripts in the coding region can inhibit translation [38]. Bioinformatic analyses using DIANA-microT [31] predicted that miR-103a-2-5p has four binding sites within the *PARP1* coding region (CR) but did not identify a binding site for miR-585-5p. We observed that miR-585-5p does functionally regulate the *PARP1* coding region and this may be through a noncanonical miRNA binding site [39, 40]. We identified potential noncanonical sites for miR-585-5p in this area of the *PARP1* coding region. Target prediction analysis did not identify binding sites for either miRNA in the 3′UTR of *PARP1*.

### 3.3. miR-103a-2-5p and miR-585-5p Enhance DNA Damage

Given the important role that PARP-1 plays as a DNA damage sensor and in DNA repair, we assessed whether overexpression of miR-103a-2-5p and miR-585-5p enhanced DNA damage. To initially test this idea, we examined whether miR-103a-2-5p and miR-585-5p affected DNA damage levels using the single-cell gel electrophoresis (comet) assay under alkaline conditions, which measures alkaline-sensitive sites including DNA breaks, alkaline labile sites, and transient repair sites. In the absence of DNA damage, there was very little difference in the amount of endogenous DNA damage between scrambled control and miR-585-5p and miR-103a-2-5p transfected cells, although there was a slight enhancement of DNA damage in miR-103a-2-5p transfected cells, but this did not reach significance (Figures 4(a) and 4(b)). However, after treatment with the DNA-damaging agent H_2_O_2_, there was a significant increase in the amount of DNA damage in both miR-585-5p and miR-103a-2-5p transfected cells compared with control transfected cells (Figures 4(a) and 4(b)).

We also addressed whether miRNA overexpression affected levels of the DNA base lesion, 8-oxoG, which can be detected in HAECs by immunostaining. DNA base lesions, including 8-oxoG, are repaired by proteins in the base excision repair pathway, including PARP-1. Endogenous 8-oxoG levels were higher in cells transfected with miR-103a-5-5p or miR-585-5p (Figure 4(c)). Treatment with the DNA-damaging agent menadione induces DNA base lesions. miR-103a-2-5p or miR-585-5p transfection increased 8-oxoG levels over control transfected cells after treatment with menadione. In summary, these data indicate that miR-103a-2-5p and miR-585-5p enhance DNA damage.

### 3.4. miR-103a-2-5p and miR-585-5p Decrease Cell Survival and Colony Formation

Given that higher levels of DNA damage can sometimes decrease cell survival, we investigated whether miR-103a-2-5p and miR-585-5p affected cell survival with both short or prolonged exposures to DNA-damaging agent*s.* miR-103a-2-5p and miR-585-5p transfected cells were exposed to a prolonged low dose of H_2_O_2_ to mimic physiological treatment conditions. Overexpression of these miRNAs significantly decreased colony formation with or without H_2_O_2_ treatment (Figures 5(a) and 5(b)). We also treated cells with a higher dose of H_2_O_2_ for a shorter time to address the effects on cell survival. Similar to the colony formation assays, overexpression of miR-103a-2-5p and miR-585-5p significantly reduced cell survival both in the presence and absence of DNA damage (Figure 5(c)). Collectively, these data suggest that miR-103a-2-5p and miR-585-5p reduce endothelial cell survival potentially through modulation of PARP-1 expression.

## 4. Discussion

Previously, we identified miRNAs that were differentially expressed by race and/or hypertension in AA and white women [7]. Our data suggested that differential expression of various miRNA : mRNA pairs may contribute to hypertension etiology. Here, we focused on two miRNAs we identified in our previous studies to better understand mechanistically how they may contribute to hypertension. We found, using bioinformatic analysis based on our gene and miRNA expression levels in hypertensives and subsequent target validation, that miR-103a-2-5p and miR-585-5p both target the DNA damage sensor and repair protein PARP-1. In the context of racial differences in hypertension, we observed higher levels of *PARP1* in AAHT compared to AANT. *PARP1* levels were also higher in AAHT compared to WHT, but not WHT compared to WNT. These data suggest that differential *PARP1* expression is important in hypertension and may have a racial component.

In addition to the miRNAs we found to target *PARP1*, other miRNAs have also been shown to target *PARP1*, including miR-335, miR-520, miR-489, and miR-223 [41–44]. miR-223 is downregulated in the lungs, arteries, and smooth muscle cells of patients with pulmonary hypertension. This decrease in miR-223 expression was regulated by increased activity of hypoxia-inducible factor 1*α* (HIF1*α*), and this in turn upregulated PARP-1 activity and contributed to endothelial dysfunction. Restoration of miR-223 levels decreased PARP-1 activity and restored endothelial function [43]. Therefore, we cannot exclude that these other miRNAs, such as miR-223, may play a role in targeting PARP-1 expression in hypertension. However, we did not observe any significant changes in these miRNAs with race or hypertension status in our previous study [7], which indicates that in this context, miR-103a-2-5p and miR-585-5p have roles in systemic arterial hypertension physiology in PARP-1 regulation.

Ample evidence has shown that oxidative stress contributes to hypertension through excessive production of both oxygen and nitrogen-derived free radicals [20, 45]. These species in turn cause DNA damage which can activate PARP-1. PARP-1 plays an important role in repairing damage, generally through poly-ADP-ribosylation of key DNA repair proteins. On the contrary, excessive PARP-1 activation can have detrimental cellular effects through depletion of NAD+ stores and increasing inflammatory pathways [25]. An increase in inflammation can further contribute to hypertension through a myriad of effects including the recruitment and accumulation of inflammatory cells to vessels [20].

As a model system to test the functional interaction of miR-103a-2-5p and miR-585-5p with PARP-1, we overexpressed these miRNAs in primary aortic and umbilical vein endothelial cells. Our overexpression studies, combined with our luciferase reporter assays, indicate that these miRNAs can target *PARP1*. Furthermore, we found that miR-103a-2-5p and miR-585-5p enhanced oxidant-induced DNA damage and cell death. These data are consistent with previous reports that inhibiting PARP-1 enhances DNA damage and decreases cell survival [37, 46]. In contrast, PARP-1 has also been shown to promote endothelial cell survival in response to oxidative and nitrosative stress [47]. Therefore, PARP-1 plays a complex dual role. The complexity of these roles is illustrated by the fact that mice lacking PARP-1 or overexpressing PARP-1 die prematurely due to age-related pathologies [25, 48]. In addition, PARP-1 activity and binding to DNA repair proteins are also altered with age [25, 49–51] which may also be relevant considering hypertension increases with age. PARP-1 regulates other cellular processes including transcription, chromatin remodeling, and cell cycle regulation, which may also explain these findings [25]. Nevertheless, these data all point to the important role of PARP-1 in regulating cellular homeostasis.

We used gene expression data from PBMCs to identify and validate miRNA : mRNA regulatory pairs that may play a role in the etiology of hypertension. Previously, we found that miR-585-5p in AAHT was significantly downregulated compared with AANT and WHT [7]. Here, we found that *PARP1* expression in PMBCs is increased in AAHT compared with AANT and WHT. Although we validated this functional interaction in endothelial cells, to what degree miR-585-5p regulates *PARP1* expression in PBMCs and how that contributes to hypertension etiology remains to be elucidated. miR-103a-2-5p was also predicted to target *HIF1A*, which regulates the expression of other miRNAs that can regulate *PARP1* expression [43]. We observed that *HIF1A* expression is elevated in AAHT compared with AANT and WHT, and it is possible that miR-103a-2-5p is regulating both PARP1 and indirect upstream regulators, such as HIF1*α*. The complete pathway of PARP1 regulation will need to be further examined to understand its role in hypertension disparities.

## 5. Conclusions

Here, we have identified that PARP1 is differentially expressed with hypertension and race. Furthermore, we identified that the hypertension-related miRNAs in PBMCs, miR-103a-2-5p and miR-585-5p, target *PARP1* in endothelial cells. Our data identifies genomic factors that appear to differentially influence the presence of hypertension among African American and white women. These findings may be useful in developing personalized medicine approaches to the treatment of hypertension in populations at disproportionate risk.

## Supplementary Material

Supplementary Dataset 1: Predicted MicroRNA Target List.

## Figures and Tables

**Figure 1:**
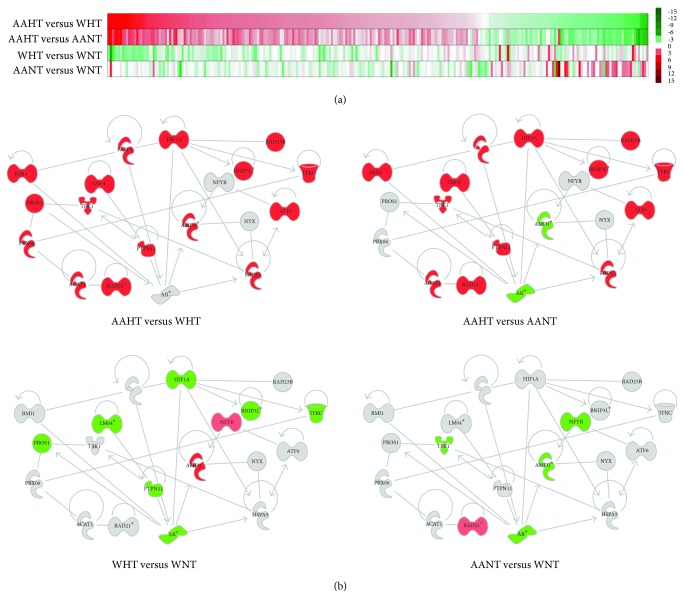
Pathway analysis of gene expression in hypertensive women. (a) Heat map of significantly changed genes identified from top canonical and physiological pathways and functions in HAECs after overexpression of miR-103a-20-5p and miR-585-5p miRNA mimics. Red (up) and green (down) indicate relative Z-ratios of significantly and-differentially expressed mRNAs in PBMCs from our hypertension cohort and reflect changes in AAHT compared with WHT or AANT, WHT with WNT, and AANT with WNT. (b) IPA-curated, hierarchal clustering of functional relationships between individual genes predicted to be targets of either miR-103a-2-5 or miR-585-5p. Red (up) and green (down) indicate relative fold change of significantly and differentially expressed mRNAs in PBMCs from our hypertension cohort in each comparison. AAHT: AA hypertensives; AANT: AA normotensives; WHT: white hypertensives; WNT: white normotensives.

**Figure 2:**
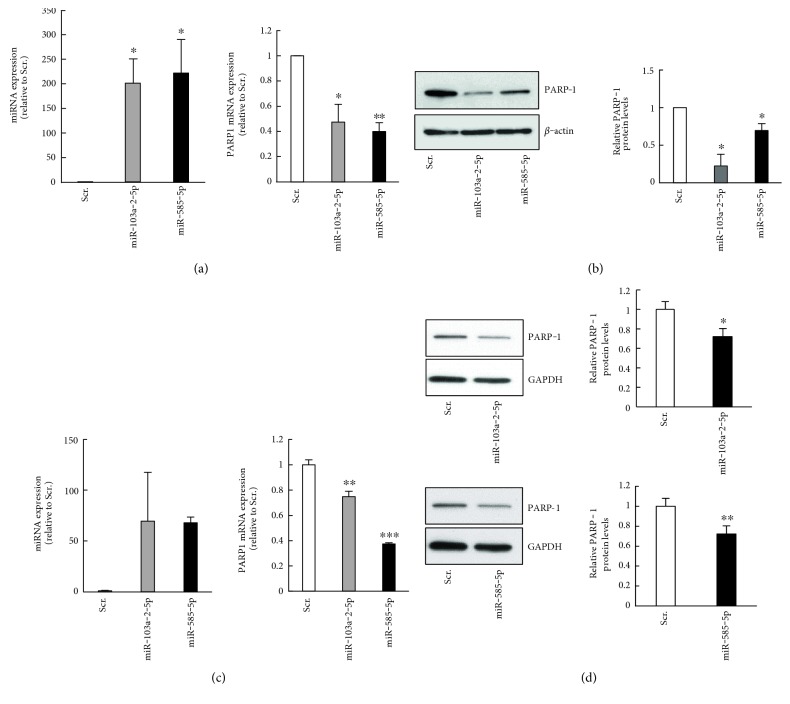
miR-103-2-5p and miR-585-5p decrease PARP-1 expression. HAECs (a, b) or HUVECs (c, d) were transfected with precursor mimics for miR-103-2-5p, miR-585-5p, or scrambled (Scr) control. After 48 hrs, cells were lysed for RNA and protein analysis. (a, c) miRNA and *PARP1* mRNA levels were quantified by RT-qPCR analysis. (b, d) Lysates were analyzed by SDS-PAGE and immunoblotted with anti-PARP-1, anti-GAPDH, and anti-*β*-actin antibodies. Histograms represent the mean + SEM and from three independent experiments ^∗^*P* < 0.05 and *P* < 0.01 by Student's *t*-test.

**Figure 3:**
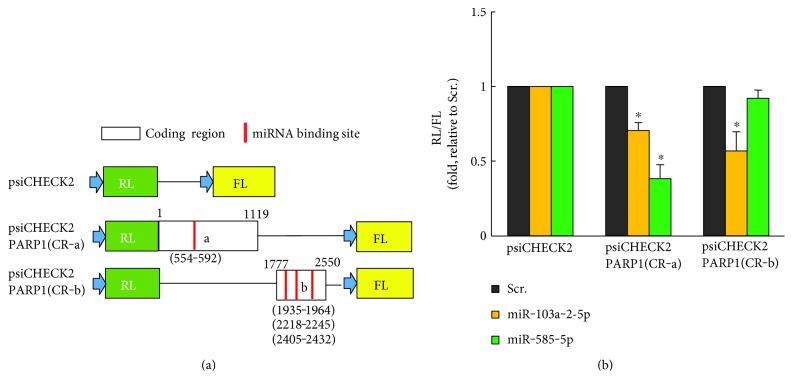
miR-103-2-5p and miR-585-5p target PARP-1. (a) Schematic of *PARP1* coding region (CR) dual-luciferase reporter constructs. psiCHECK2 control plasmid expresses both the Renilla luciferase (RL) and Firefly luciferase (FL). Constructs of the *PARP1(CR)* span the indicated predicted miRNA binding sites (red color bars). (b) Cells were transfected with the dual-luciferase constructs and the indicated miRNAs or scrambled control (Scr). The ratio of RL/FL activity is shown. The histogram represents the mean + SEM from three independent experiments. ^∗^*P* < 0.05 by Student's *t*-test compared to Scr.

**Figure 4:**
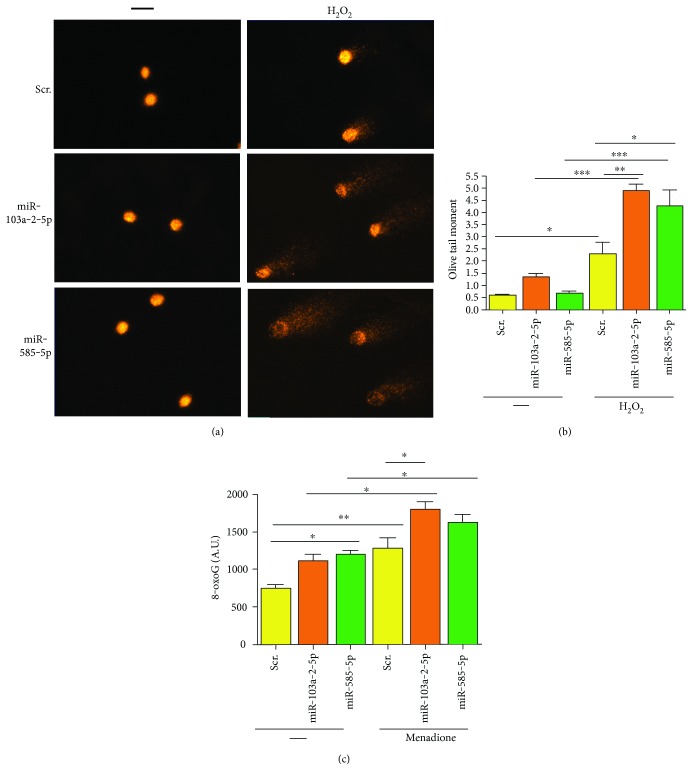
miR-103a-2-5p and miR-585-5p enhance DNA damage. HAECs were transfected with precursor mimics of miR-103a-2-5p, miR-585-5p, or scrambled control (Scr). Forty-eight hrs after transfection, cells were untreated (−) or treated with 100 *μ*M H_2_O_2_ for 30 min and comet assays were performed under alkaline conditions. Representative comets are shown in (a), and olive tail moment was used as a measure of DNA damage (b). (c) Forty-eight hours after transfection with the indicated miRNAs, HAECs were untreated (−) or treated with 10 *μ*M menadione (men) for 30 min. Cells were stained with anti-8oxoG antibodies, and fluorescent intensity was calculated as described in the Materials and Methods. The histograms represent the mean of 3 independent experiments + SEM. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001 for the indicated comparisons using one-way ANOVA and Tukey's post hoc test.

**Figure 5:**
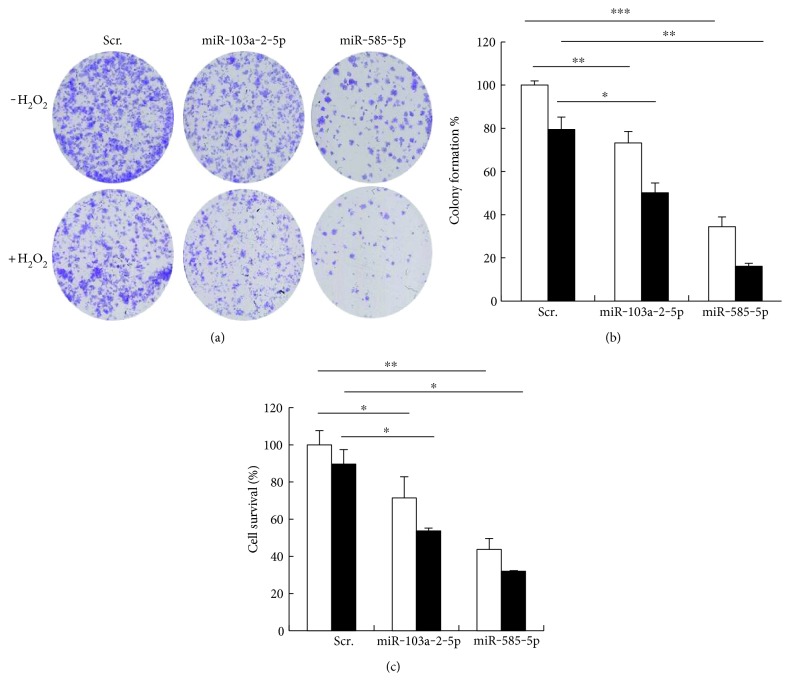
miR-103-2-5p and miR-585-5p decrease colony formation and cell survival. (a, b) HAECs transfected with miR-103a-2-5p, miR-585-5p, or scrambled control (Scr.) were plated, and 24 hrs later, cells were either untreated or treated with 50 *μ*M H_2_O_2_. After 7 days, colony formation was imaged and quantified. (c) HAECs were treated with 100 *μ*M H_2_O_2_ for 24 hrs, and cell survival was measured by the MTT assay. The histograms are normalized to Scr untreated and represent the mean + SEM from three independent experiments. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001 by Student's *t*-test.

**Table 1:** Summary of HAEC pathway analysis.

MicroRNA	II. Top canonical pathways in HAECs	*P* value	DIANA or IPA-predicted pathway targets repressed ≥ 1.5-fold in HAECs & differentially expressed in PBMCs	III. Top molecular and cellular functions and physiological systems in HAECs	*P* value	DIANA or IPA-predicted pathway targets repressed ≥ 1.5-fold in HAECs & differentially expressed in PBMCs
miR-103a-2-5p	EIF2 signaling	1.4 × 10^−10^	N/A	Cell death and survival	1.6 × 10^−3^–4.3 × 10^–22^	ATF6, BMI1, BNIP3L, HIF1A, HSPA5, LMO4, **PARP1**, PTPN11, RAD21, RAD23B, TFRC
	Protein ubiquitination	3.2 × 10^–8^	HSPA5	Cell cycle	1.8 × 10^−3^–1.1 × 10^–20^	BMI1, HIF1A, RAD21, TFRC
	Interferon signaling	4.5 × 10^−8^	N/A	Cellular assembly and organization	1.5 × 10^−3^–1.1 × 10^−20^	**PARP1**, RAD21
	Mitotic roles of polo-like kinase	7.9 × 10^−8^	RAD21	DNA replication, recombination, and repair	1.6 × 10^−3^–1.1 × 10^−20^	BMI1, **PARP1**, RAD23B, PARP1
	Cell cycle control of chromosomal replication	1.6 × 10^–7^	N/A	Cellular growth and proliferation	1.8 × 10^−3^–9.1 × 10^−19^	ACAT1, AMD1, BMI1, HIF1A, HSPA5, **PARP1**, PROS1, RAD21, TFRC, TPN11
				Cardiovascular system development and function	1.3 × 10^−3^–4.1 × 10^–7^	HSPA5, PROS1
miR-585-5p	EIF2 signaling	2.3 × 10^–15^	N/A	Cell death and survival	6.9 × 10^−4^–2.1 × 10^–22^	**PARP1**
	Mitotic roles of polo-like kinase	6.6 × 10^–9^	N/A	Cell cycle	7.7 × 10^−4^–5.2 × 10^–21^	N/A
	Cell cycle control of chromosomal replication	9.2 × 10^–9^	N/A	Cellular assembly and organization	7.6 × 10^−4^–1.1 × 10^−19^	**PARP1**
	Regulation of eIF4 and p70S6K signaling	3.3 × 10^–8^	N/A	DNA replication, recombination, and repair	5.4 × 10^−4^–1.1 × 10^−19^	**PARP1**
	mTOR signaling	7.5 × 10^–8^	N/A	Cellular growth and proliferation	5.3 × 10^−4^–9.1 × 10^−17^	N/A
				Cardiovascular system development and function	6.8 × 10^−4^–1.2 × 10^–10^	**PARP1**

How the deposited data were processed for this re-analysis (not part of the article)

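Gene expression was measured in primary human aortic endothelial cells transfected with a mimic of miR-103a-2-5p, a mimic of miR-585-5p or a scrambled (Scr) control mimic, with 3 arrays in each of 3 groups, on one-colour Illumina HumanHT-12 v4 BeadChips. The files hold 3 kinds of values. The intensity values are linear probe signals that the authors exported per probe (their processing notes name GenomeStudio 2011.1) and deposited without background subtraction and without scaling between arrays. The detection p-values were calculated by the authors' software from each probe's signal and the negative control beads of its array, and were deposited unadjusted. The score values are the authors' Z-scores, in which the log signals of an array were centred on the array mean and divided by the array SD over all probes. Recalculated from the deposited signals, the Z-scores differed from the authors' values by at most 0.00011. The lowest signal of an array, an estimate of its background, was 74.8 to 91.9 in the control group, 64.5 to 81.7 with miR-103a-2-5p and 69.7 to 73.6 with miR-585-5p. Signals near these values carry mostly background, so fold changes of dim probes are compressed.

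Probes were named by the platform annotation: 30113 carry 1 gene symbol, 8 carry several and 17110 carry none, and probes without a single symbol were not tested. Of the 30113, 30074 were matched to a current gene by Entrez ID, and no symbol needed updating. Genes that report sex were left out of every table. Probes with a detection p under 0.05 on at least 3 of the 9 arrays were kept (15201 probes), and each gene was represented by its brightest kept probe, which gave 11484 genes; 3009 of these had more than 1 kept probe. For 30 genes with miR-103a-2-5p and 19 with miR-585-5p, kept probes of 1 gene passed the test in opposite directions.

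The Z-scores were multiplied by a common SD and added to a common mean, both taken over the arrays, so that values are on a log2 scale. All 3 groups entered 1 linear model in limma 3.58.1 (R 4.3.3) with moderated variances that follow a trend with the mean level, and 3 comparisons were drawn from it: each mimic against control, and the mimics against each other. P-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, with a threshold of 0.05. PARP1 was also compared by exact permutation of the arrays. The study's criteria were applied to the authors' kind of Z-score: a Z-ratio (the difference of group means divided by the SD of all such differences) under -1.5, an unadjusted p under 0.05 from the t-test of the methods and a mean Z-score above 0. The paper names Student's t-test for comparisons of a pair of groups, and it was run with equal variances. Rises were counted by the mirrored criteria.

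Each of 22 gene lists was compared with all other genes by camera in limma, with a preset correlation of 0.01 between genes and again with an estimated correlation, and camera p-values were adjusted over the lists. The lists hold genes of cytosolic ribosomal proteins, translation initiation, mitosis, replication, the interferon response, the proteasome, base excision repair, homologous recombination, p53 targets, antioxidant enzymes, the unfolded protein response, cholesterol synthesis, endothelial identity, endothelial inflammation, the renin-angiotensin and vasoactive systems, hypoxia, mTOR signaling, microRNA machinery, markers of smooth muscle, fibroblasts and leukocytes, and the genes the study names. Counts of list members past the threshold were also adjusted over the list alone. The predicted targets of miR-585-5p and the study's 29 targets of miR-103a-2-5p were tested in the same way, 1 test per mimic.

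Genes are named by this rule: for each mimic, the 10 largest falls and the 10 largest rises past the threshold with every mimic array beyond every control array; every gene that the paper names in its text or in Table 1, whose values in the paper had been seen; the 29 targets as a group; and up to 4 members of each list with the largest change past the threshold. Unnamed loci were counted and not named: 5 passed the threshold with miR-103a-2-5p and 4 with miR-585-5p. A gene of the homologous recombination list that the rule would name is not reported here.

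The alternatives were quantile normalization; neqc with an offset of 16; the authors' own values; no filter on dim probes; a detection p under 0.01 on all 9 arrays; averaging the probes of a gene; fitting only the groups compared; the replicate number as a block; the t-test of the methods with and without adjustment; and leaving out each array in turn. For the study's criteria they also included a limma p, a Z-test on the Z-ratio, an adjusted p, a linear fold of 1.5 and no limit on the mean Z-score. Normexp background correction before the Z-scores was added after the data were seen. The pipeline was tested on simulated data: of 100 genes changed by 1 on the log2 scale, 96% were recovered, of 100 changed by 0.5, 56% were recovered, and 6 unchanged genes were called. Tables and the figure were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The RT-qPCR, reporter, protein, comet, survival and PBMC experiments were not analysed here, and neither were seed sites in transcripts.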

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

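The tests of p53 activation and of array brightness for the mitosis and replication genes were chosen only after the results were seen; the brightness test on the excess of falls and the counts over other splits of the arrays were not. The paper's lists hold repressed genes, and the genes that rose are outside them: limma called 1323 genes higher with miR-103a-2-5p and 1438 higher with miR-585-5p. Of these, 1083 and 1251 were also called higher under quantile normalization, and 1 of the 1323 was called lower. The total calls when only the groups compared are fitted were 5283 for miR-103a-2-5p, 3802 for miR-585-5p and 2673 for the mimics against each other. No other split of the 6 arrays called a gene by limma (highest other 0 in each comparison, 1 of 10 splits with as many calls, the real one), and 10 splits are too few for a share under 0.05.

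The paper does not name p53 target genes among its top pathways, though Table 1 reports the broad functions of cell cycle and cell death. With miR-585-5p, 21 of 24 were higher and none lower (22 and 0 when adjusted over the list alone), with a mean log2 fold change of 0.74 (camera adjusted p = 7.1e-15, adjusted p = 0.0091 with an estimated correlation; 95% interval over genes 0.52 to 0.97). CDKN1A, the p21 inhibitor of cyclin-dependent kinases, rose from a log2 level of 12.04 ± 0.02 (SD, n = 3 arrays) to 13.94 ± 0.14 (SD, n = 3), a log2 fold change of 1.90 (adjusted p = 1.7e-07 from limma), TP53I3 rose by 1.65 (0.92 with its probes averaged), TP53INP1 by 1.64 and SESN1 by 1.51. With miR-103a-2-5p 4 were lower and 3 higher, also over the list alone, with a mean of -0.041 (0.014 under quantile normalization; adjusted p = 0.63; 95% interval -0.20 to 0.12). The mimics differed directly: 18 of 24 were lower with miR-103a-2-5p than with miR-585-5p (21 when adjusted over the list alone), with a mean difference of -0.78 (adjusted p = 6.6e-12, adjusted p = 0.016 with an estimated correlation).

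Vasoactive genes are a further group that the paper does not name from these arrays, though Table 1 reports the broad function of cardiovascular system development. With miR-585-5p, 6 of 14 genes of the renin-angiotensin and vasoactive list were higher and 2 lower (7 and 3 when adjusted over the list alone), with a mean log2 fold change of 0.40 (camera adjusted p = 0.0052, adjusted p = 0.093 with an estimated correlation). The prostaglandin synthases PTGS2 and PTGS1 rose by 1.69 and 1.35 (PTGS1 0.86 with its probes averaged), ECE1, which makes endothelin, by 0.98 (1.81 under neqc), and its substrate EDN1 by 0.98. With miR-103a-2-5p 5 were higher and 3 lower (5 and 5 when adjusted over the list alone), with a mean of 0.10 (adjusted p = 0.20); EDN1 rose by 1.27 and DDAH1, which degrades an inhibitor of nitric oxide synthesis, by 1.06, and CALCRL, the adrenomedullin receptor, fell by 1.13. The mimics did not differ past the threshold for this list (mean difference -0.30, adjusted p = 0.27).

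The first pattern weighed is the fall of mitosis and replication genes with both mimics. Array brightness as its whole explanation is excluded, since the mean log2 fold changes under quantile normalization and neqc were at least 0.908 times those under Z-scores, over both lists and both mimics. For miR-585-5p, p53 activation is a candidate explanation: the p53 list rose by 0.74, and its mean was 0.722, 0.719 and 0.789 above control on the 3 arrays. For miR-103a-2-5p the p53 list mean of -0.041 argues against a rise of the list as a whole. Its members went both ways, with 4 called lower and 3 higher. CDKN1A was 12.18 to 12.53 on these arrays against 12.02 to 12.06 with the Scr control, and RRM2B 7.12 to 7.24 against 8.01 to 8.10. A list mean cannot tell such opposite changes from no activation, so p53 activation is not excluded for this mimic. Slower division for another reason, direct repression and the time of harvest stay open, as untested.

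The second pattern is the excess of falls and the rise of ribosomal protein genes under Z-scores, which is lost or turned under quantile normalization. Within the miR-103a-2-5p group, dim arrays minus the bright array gave a median of -0.17 in the middle expression deciles, 0.17 in the top decile and 0.30 for ribosomal genes, and within 0.01 of 0 under quantile normalization. Quantile normalization gives every array the same distribution of signals, so decile medians near 0 under it are largely built in and decide nothing about brightness. Within the control group the middle deciles gave -0.0196, just short of the bound of -0.02 set for that group. The top decile there gave 0.0234, past its own bound, and ribosomal genes gave 0.00063. Within the miR-585-5p group, whose arrays differ less in brightness, the middle deciles gave -0.0052 and the top decile 0.0215. Ribosomal genes went the other way in that group, at -0.21 (-0.16 under quantile normalization). Brightness under Z-scores and a real shift with the mimics cannot be told apart, since each group has only 3 arrays and brightness also differs between the groups.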

How the results depend on the processing

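Normexp correction before the Z-scores was the only alternative chosen after the data were seen; it was run for 11 counts of genes, all within 1.5 times. The counts that follow are of checks, each of 1 result under 1 alternative, so a gene or list is counted many times. Of the checks on results that answer a comparison, 471 stayed the same, 16 moved, 10 turned, 6 gained and 6 lost the threshold. For a test, the same means that direction and side of the threshold were kept. For a count of genes it means only within 1.5 times. For the correlation of the mimics it means a change under the SD over arrays left out. Of the checks on named genes, 2662 kept direction and side, 102 lost and 16 gained the threshold and 15 turned. Of the checks on the other gene lists, 274 kept both, 22 turned and 14 gained the threshold. Averaging probes moved 29 log2 fold changes of 22 named genes by over 1.5 times, among changes of at least 0.5. Under neqc 31 log2 fold changes, from 27 named genes, moved so far. Under quantile normalization 13 did, from 13 different genes, and without miR-585-5p replicate 3, 5 did, from 5 different genes. PARP1 ranged from -0.94 to -0.74 with miR-103a-2-5p and from -1.08 to -0.96 with miR-585-5p. The causes below were not tested. The proteasome, base excision repair and mTOR lists gained the threshold below only with the preset correlation: with an estimated correlation their lowest p by camera in these settings was 0.17, before adjustment.

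The t-test of the methods, adjusted, gave 1358 genes that differ between the mimics (800 lower, 558 higher) and, in the study's criteria, 1139 and 851 genes; a linear fold of 1.5 gave 1076 and 872.

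Under quantile normalization, mean log2 fold changes with miR-103a-2-5p were 0.0053 for miR-585-5p predicted targets, -0.055 for ribosomal, 0.15 for proteasome (threshold lost), 0.014 for p53, -0.073 for antioxidant, -0.020 for endothelial identity, 0.031 for inflammatory and 0.019 for microRNA machinery genes. With miR-585-5p they were 0.071 for ribosomal (lost), -0.0063 for initiation factor and -0.14 for proteasome genes (gained); RPS6 was -0.0055, PTPN11 0.036, PROS1 0.0083 and ACTB -0.14.

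Under neqc, means with miR-103a-2-5p were 0.014 for predicted targets, -0.058 for ribosomal, 0.17 for proteasome (lost), -0.081 for antioxidant, -0.028 for endothelial identity, 0.067 for inflammatory and 0.033 for microRNA machinery genes. With miR-585-5p they were 0.0050 for predicted targets, 0.064 for ribosomal (lost), -0.035 for initiation factor, -0.14 for proteasome (gained) and 0.17 for leukocyte genes; RPS6 was -0.0061, PTPN11 0.037 and ACTB -0.14. Genes lower with both mimics were 944 and higher 811.

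With probes averaged, means were 0.020 for fibroblast genes with miR-103a-2-5p and, with miR-585-5p, -0.020 for initiation factor, -0.00034 for cholesterol and 0.061 for leukocyte genes. A detection p under 0.01 on all 9 arrays gave -0.75 for interferon genes with miR-585-5p (lost).

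Leaving out 1 array at a time, means with miR-103a-2-5p ran from -0.016 to 0.021 for antioxidant, -0.029 to 0.058 for endothelial identity and -0.063 to 0.025 for fibroblast genes. With miR-585-5p they ran from -0.056 to 0.031 for initiation factor, -1.20 to -0.021 for interferon, -0.31 to -0.30 for base excision repair, -0.058 to 0.047 for cholesterol and 0.12 to 0.18 for mTOR genes; HIF1A ran from -0.14 to 0.17, PTPN11 from -0.13 to 0.071 and CCDC50 from -0.11 to 0.067. The correlation of the mimics ran from 0.45 to 0.57, and genes higher with both from 309 (without Scr control replicate 1; 323 and 344 without 2 and 3) to 846 (without miR-585-5p replicate 3). Without that array, limma called 4608 genes with miR-585-5p, and the mTOR and base excision repair lists gained the threshold; base excision repair also did so without Scr control replicate 2.

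With the replicate number as a replicate block, limma called 3982, 3805 and 3287 genes in place of 4087, 3900 and 3413, base excision repair with miR-585-5p had a mean of -0.31 (gained) and the study's criteria gave 1614 and 1252 genes. The numbers do not pair the arrays: same-number deviations correlated from -0.14 to 0.16, with 1 of 9 over 0.1.

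A slide block and a test of seed sites were not run. Signals near the background limit the fold changes of dim genes.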

Differences from the paper's values

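Normexp correction was chosen only after the result was seen, and no other setting here was. The paper gives 1178 unique mRNAs downregulated by miR-103a-2-5p. The criteria of its methods gave 1781 named genes here, on the Z-scores recalculated from the signals and on the authors' own values alike. Of the alternatives set before the data were examined, those with a count within 1.5 times the paper's were a Z-test on the Z-ratio (1201 genes, 851 of the 988 study genes that a probe names), a Benjamini-Hochberg adjusted p (1139, 763 of 988), a linear fold of 1.5 in place of the Z-ratio (1076, 823 of 988), quantile normalization (1269, 941 of 988), a paired t-test by replicate number (1614, 895 of 988), and leaving out Scr control replicate 1 (1625), 2 (1570) or 3 (1656) or miR-103a-2-5p replicate 1 (1674) or 3 (1643). Those with a count over 1.5 times the paper's were the limma p (1787), the authors' values (1781), no limit on the mean Z-score (1938), a detection filter in its place (1938) and leaving out miR-103a-2-5p replicate 2 (1899). Normexp background correction before the Z-scores, chosen after seeing the values, gave 1616 genes, also within 1.5 times, and drops 206 of the 988 study genes. For miR-585-5p the count was 1515, within 1.5 times the paper's 1112. These comparisons set unlike sets side by side. The counts made here hold only genes that a probe names, whereas the paper's also hold symbols that no probe names here. Probes name 988 and 941 genes of the study's lists, and the counts of 1781 and 1515 exceed those by more than they exceed the paper's.

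Table 1 describes its targets as repressed by at least 1.5-fold. All 14 genes had a Z-ratio under -1.5 with miR-103a-2-5p and were called lower by limma. Over the list, 9 of 14 were at least 1.5-fold lower on the Z-score scale, 8 under quantile normalization and 10 under neqc. The other 5 on the Z-score scale were LMO4 (1.48-fold lower), AMD1 (1.46), ATF6 (1.46), ACAT1 (1.45) and PTPN11 (1.44). Of the genes passing the study's criteria, 705 with miR-103a-2-5p and 643 with miR-585-5p were under 1.5-fold lower.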

Other observations

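The tests on the array of miR-585-5p replicate 3 were chosen only after the result was seen. Cholesterol synthesis genes rose with miR-103a-2-5p: 9 of 19 were higher and none lower (10 and 0 when adjusted over the list alone), with a mean log2 fold change of 0.44 (camera adjusted p = 4.7e-06, adjusted p = 0.15 with an estimated correlation). HMGCS1, the synthase that feeds HMG-CoA reductase, rose by 1.56, IDI1 by 0.91, MSMO1 by 0.89 and LSS by 0.71 (0.42 and 0.45 with their probes averaged). With miR-585-5p 2 were higher and 1 lower (2 and 0 over the list alone; adjusted p = 0.44), and the mimics differed directly, with 11 genes higher with miR-103a-2-5p (adjusted p = 2.4e-04, adjusted p = 0.39 with an estimated correlation). Endothelial identity genes went both ways: 9 of 30 were higher and 6 lower with miR-103a-2-5p, also over the list alone (7 and 8 under quantile normalization; adjusted p = 0.23), with ENG, a TGF-beta coreceptor, up by 1.20 and ANGPT2 down at -1.14, and 10 were higher and 4 lower with miR-585-5p (13 and 8; adjusted p = 0.056), with CDH5, the endothelial cadherin, up by 1.11 and MMRN1 at -1.17. Inflammatory genes split as well. The neutrophil chemokines CXCL8 and CXCL1 fell by 2.61 and 2.05 with miR-103a-2-5p and by 1.53 and 1.76 with miR-585-5p, while CCL2, which draws monocytes, rose by 1.65 and 1.57. Over the list of 21, 5 were lower and 3 higher with miR-103a-2-5p, also over the list alone (adjusted p = 0.79), and 8 were lower and 4 higher with miR-585-5p (9 and 4; adjusted p = 0.27).

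Among antioxidant and NADPH oxidase genes, GCLM, of glutathione synthesis, fell by 0.81 with miR-103a-2-5p and by 1.15 with miR-585-5p, CAT, catalase, by 0.76 with miR-103a-2-5p (log2 fold change -0.47 with its probes averaged) and TXNRD1, thioredoxin reductase, fell by 1.38 with miR-585-5p, while GPX1, a glutathione peroxidase, rose by 0.86 with miR-585-5p. Of 25, 5 were lower and 6 higher with miR-103a-2-5p (5 and 7 over the list alone, 7 and 4 under quantile normalization; adjusted p = 0.52), and 10 were lower and 4 higher with miR-585-5p, also over the list alone (adjusted p = 0.53). For miR-585-5p the list passed under quantile normalization (11 lower and 2 higher, adjusted p = 0.030, adjusted p = 0.12 with an estimated correlation) and neqc (adjusted p = 0.029). TAGLN, 1 of 3 smooth muscle markers tested, rose with miR-103a-2-5p and SMTN fell by 0.38 (1 higher and 1 lower, 2 and 1 over the list alone; adjusted p = 0.16), a fall that did not pass under quantile normalization or neqc; with miR-585-5p all 3 were higher, also over the list alone, ACTA2, smooth muscle actin, by 1.81 (adjusted p = 0.0015, adjusted p = 0.12 with an estimated correlation). Both fibroblast markers tested were higher with miR-585-5p, also over the list alone (COL1A2 by 0.29, and 0.86 under neqc; list mean 0.38, and 1.07 under neqc; adjusted p = 0.056) and neither passed with miR-103a-2-5p (adjusted p = 0.81). Of 4 leukocyte markers, 1 was lower and 1 higher with miR-103a-2-5p (0 and 0 under quantile normalization and neqc; adjusted p = 0.68) and 2 were lower and 1 higher with miR-585-5p (adjusted p = 0.89), with the same counts over the list alone. Of 18 hypoxia genes, 4 were higher and 3 lower with miR-103a-2-5p (adjusted p = 0.18) and 4 higher and 1 lower with miR-585-5p (7 and 4 under quantile normalization; adjusted p = 0.23), with the same counts over the list alone; PFKFB3 rose by 0.86 and ADM by 0.85 with miR-585-5p. Of 12 genes of microRNA machinery, 4 were lower and 2 higher with miR-103a-2-5p, also over the list alone (adjusted p = 0.72), PRKRA by -1.17, and 5 were lower and 2 higher with miR-585-5p (7 and 3, and 2 and 3 under quantile normalization; adjusted p = 0.44), XPO5, which exports microRNA precursors, by -0.90 (-1.35 under neqc). Of the 18 genes named in the study's text and Table 1, which are not independent evidence, 14 were lower and 2 higher with miR-103a-2-5p (14 and 3 over the list alone; adjusted p = 4.8e-04, adjusted p = 0.17 with an estimated correlation) and 10 were lower and 1 higher with miR-585-5p (11 and 4; adjusted p = 0.052), a list that passed with miR-585-5p under quantile normalization (8 lower and 2 higher, adjusted p = 0.0078, adjusted p = 0.13 with an estimated correlation) and neqc (adjusted p = 0.0082). ACTB, the reference gene beta-actin, rose by 0.84 with miR-103a-2-5p under Z-scores (adjusted p = 0.0024 from limma) and did not pass under quantile normalization (log2 fold change 0.11, adjusted p = 0.47), and GAPDH rose by 0.40 (adjusted p = 0.043) and did not pass either (0.10, adjusted p = 0.38). TBK1 had log2 fold changes of 0.26 with each mimic (adjusted p = 0.085 and 0.083) and NFYB -0.05 and -0.22.

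The mimics shared many calls. Genes lower with both numbered 1438, against 593 if the lists were independent, and genes higher with both 521, against 166; 290 were lower with one and higher with the other. Under quantile normalization the shared counts were 981 and 775. Because both comparisons use the same 3 control arrays, unchanged genes alone give a correlation. It was 0.50 across genes, against 0.51 in simulated data without changes, while the covariance was 0.0967 against 0.0091. No call was shared in the simulated data (0 lower and 0 higher), but with no gene changed this could hardly come out otherwise. It therefore does not show how many shared calls the common controls add. The counts of 593 and 166 for independent lists do not allow for the common controls either. The controls are too few to split between the mimics.

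The third pattern weighed is the low interferon response on the array of miR-585-5p replicate 3. All 42 interferon-stimulated genes tested were lowest there among the 9 arrays, and 29 were at least 2-fold below every other array. The mean log2 level of the list was 8.12 there and 10.44 to 10.50 on the control arrays, from which the rise with miR-103a-2-5p starts. The size of the difference varied widely between genes: IFIT1 was 7.03 on replicate 3 against a control mean of 12.40. IFNB1 was 6.51 against 6.60, but it read near background with the Scr control as well, so it had little room to fall. The p53 target genes rose by 0.789 against control there, 1.09 times the mean of replicates 1 and 2, which excludes an array without mimic. Dimness or scaling as the cause is excluded as well, since the interferon list stayed -2.29 below replicates 1 and 2 under quantile normalization and -2.98 under neqc, against -2.33 under Z-scores. A difference between cultures, donors or transfections may remain, and no biological explanation was tested because the labels give none for a single array.

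PARP1 is not among the 255 genes of the DIANA list of miR-585-5p. The paper drew its targets from DIANA or IPA, and predictions from IPA were not used here.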
